# Upregulation of MicroRNA-19b predicts good prognosis in patients with hepatocellular carcinoma presenting with vascular invasion or multifocal disease

**DOI:** 10.1186/s12885-015-1671-5

**Published:** 2015-10-09

**Authors:** Chung-Lin Hung, Chia-Shen Yen, Hung-Wen Tsai, Yu-Chieh Su, Chia-Jui Yen

**Keywords:** Multifocal, Vascular invasion, miR-19b, MAPK14, HIF1A

## Abstract

**Background:**

After surgical resection of hepatocellular carcinoma (HCC), recurrence is common, especially in patients presenting with vascular invasion or multifocal disease after curative surgery. Consequently, we examined the expression pattern and prognostic value of miR-19b in samples from these patients.

**Methods:**

We performed a miRNA microarray to detect differential expression of microRNAs (miRNAs) in 5 paired samples of HCC and non-tumoral adjacent liver tissue and a quantitative real-time polymerase chain reaction (PCR) analysis to validate the results in 81 paired samples of HCC and adjacent non-tumoral liver tissues. We examined the associations of miR-19b expression with clinicopathological parameters and survival. MiR-19b was knocked down in Hep3B and an mRNA microarray was performed to detect the affected genes.

**Results:**

In both the miRNA microarray and real-time PCR, miR-19b was significantly overexpressed in the HCC tumor compared with adjacent non-tumor liver tissues (*P* < 0.001). The expression of miR-19b was significantly higher in patients who were disease-free 2 years after surgery (*P* < 0.001). High miR-19b expression levels were associated with higher α-fetoprotein levels (*P* = 0.017). In the log-rank test, high miR-19b was associated with better disease-free survival (median survival 37.107 vs. 11.357; *P* = 0.022). In Cox multivariate analysis, high miR-19b predicted better disease-free survival and overall survival (hazards ratio [HR] = 0.453, 95 % confidence interval [CI] = 0.245–0.845, *P* = 0.013; HR = 0.318, CI = 0.120–0.846, *P* = 0.022, respectively). N-myc downstream regulated 1 (NDRG1) was downregulated, while epithelial cell adhesion molecule (EPCAM), hypoxia-inducible factor 1-alpha (HIF1A), high-mobility group protein B2 (HMGB2), and mitogen activated protein kinase 14 (MAPK14) were upregulated when miR-19b was knocked down in Hep3B.

**Conclusions:**

The overexpression of miR-19b was significantly correlated with better disease-free and overall survival in patients with HCC presenting with vascular invasion or multifocal disease after curative surgery. MiR-19b may influence the expression of NDRG1, EPCAM, HMGB2, HIF1A, and MAPK14.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12885-015-1671-5) contains supplementary material, which is available to authorized users.

## Background

Hepatocellular carcinoma (HCC) is the sixth most prevalent cancer worldwide, and the third most common cause of cancer-related deaths [1]. In eastern Asian countries, including Taiwan, chronic infection with hepatitis B virus (HBV) is the dominant risk factor [2, 3]. Among treatment options, surgical resection of the tumor remains one of the most effective ways to cure HCC. Traditionally, patients with clinical Barcelona-Clinic Liver Cancer (BCLC) stage A disease are candidates for surgery. However, several reports have shown that curative surgery provides benefits even in patients with vascular invasion or multifocal diseases [4, 5]. Recurrence remains the main cause of treatment failure, with recurrence rates up to 70 % within 5 years after surgery [6]. Risk stratification of patients receiving surgery and identification of high-risk groups are major challenges. Prognostic factors focusing on this group of patients have been limited.

MicroRNAs (miRNAs) are small, non-coding RNAs composed of ~21 nucleotides. They are transcribed as precursors in the nucleus and are subsequently processed into mature miRNAs in the cytoplasm. Mature miRNAs bind to the 3′-untranslated region of target messenger RNAs (mRNAs), resulting in translational suppression or degradation of the mRNAs [7]. The role of miRNAs in cancer has often been discussed. Several miRNAs, including miR-21, are known to be oncogenic, while the let-7 family has been revealed as a tumor suppressor [8, 9]. A growing amount of evidence has suggested that miRNAs play important roles as prognostic and predictive biomarkers in cancers. MiR-21-5p, miR-20a-5p, miR-103a-3p, miR-106b-5p, miR-143-5p, and miR-215 could stratify risk groups among stage II colon cancer patients [10]. MiR-1290, miR-196b, and miR-135a* have been shown to predict the chemotherapy response patients with lung adenocarcinoma [11]. Several miRNAs have also been reported to correlate with the disease severity and prognosis of HCC, including miR-15b, miR-122 and miR-29 [12–14].

MiR-19b is a member of the miR-17-92 cluster. In the literature, miR-19b has been shown to play a role in the aging process and thrombosis, as well as cardiovascular diseases [15–18], and is deregulated in several cancers, including breast cancer, lung cancer, glioma, and cervical cancer [19–22]. Some reports have suggested that miR-19b is upregulated in cancer cells and promotes proliferation and chemoresistance, while others revealed its ability to suppress angiogenesis and migration [23–25]. The role of miR-19b in HCC has not been elucidated.

In the present study, we investigated the feasibility of miR-19b as a novel prognostic factor for hepatitis B virus (HBV)-associated HCC with multifocal disease or vascular invasion after curative surgery.

## Methods

### Patients and tissue samples

We retrospectively investigated 81 patients diagnosed with HCC and HBV who had either BCLC stage B or stage C disease without extrahepatic metastases who received curative surgery between June 2007 and October 2013 at National Cheng Kung University Hospital. For each case, the diagnosis, histologic grade, and presence of liver cirrhosis were confirmed by pathologists. HBV infection was diagnosed by the presence of serum HBV surface antigen. None of these patients had received chemotherapy or radiotherapy before surgery. Snap-fresh HCC tissues and paired adjacent non-tumorous liver tissues were obtained from each patient during surgery. Tissues were stored in liquid nitrogen after surgical resection until use. HCC tissues were collected from surgical resected samples presenting with tumorous features macroscopically. Adjacent non-tumor tissues were collected > 2 cm away from the edge of the tumors. Clinical parameters including the serum α-fetoprotein (AFP) level at diagnosis, age, TNM stage, and gender were obtained from the database of National Cheng Kung University Hospital Cancer Center. An abdominal computed tomography scan or magnetic resonance imaging was performed every 3 to 4 months after surgery to detect recurrence. The present study was approved by the Institutional Review Board of National Cheng Kung University Hospital (ER-99-251). Written informed consent was obtained from all patients. All specimens were handled anonymously according to legal and ethical regulations, and in accordance with the Helsinki Declaration of 1975, as revised in 1983. The clinicopathological features of the patients are summarized in Table 1 and Additional file 1: Table S1.

**Table 1:** Correlation of miR-19b expression with clinicopathological features of hepatocellular carcinoma

		miR-19b expression		
Clinicopathological variables	Number of cases	High	Low	*P*
Age				
> 60	33(40.7)	16(40)	17(41.5)	0.893
< 60	48(59.3)	24(60)	24(58.5)	
Gender				
Male	55(67.9)	25(62.5)	30(73.2)	0.304
Female	26(32.1)	15(37.5)	11(26.8)	
TNM stage				
II	58(71.6)	31(77.5)	27(65.9)	0.245
III + IV	23(28.4)	9(22.5)	14(34.1)	
Liver cirrhosis				
Yes	26(32.1)	15(37.5)	11(26.8)	0.304
No	55(67.9)	25(62.5)	30(73.2)	
Vascular invasion^a^				
Presence	62(76.5)	29(72.5)	33(80.5)	0.369
Absence	19(23.5)	11(27.5)	8(19.5)	
AFP (ng/ml)				
> 20	48(59.3)	29(72.5)	19(46.3)	0.017
< 20	33(40.7)	11(27.5)	22(53.7)	
Tumor differentiation				
W + M	66(81.5)	32(80)	34(82.9)	0.735
P	15(18.5)	8(20)	7(17.1)	
Tumor number				
Solitary	58(71.6)	30(75)	28(68.3)	0.503
Multiple	23(28.4)	10(25)	13(31.7)	

*AFP*, α-fetoprotein, *W* well differentiated, *M* moderate differentiated, *P* Poorly differentiated, *BCLC* Barcelona Clinic Liver Cancer

^a^Presence of vascular invasion represented BCLC stage C; absence of vascular invasion represented BCLC stage B

### Isolation of total RNA

Total RNA was isolated from frozen samples using miRNA isolation kits (Qiagen®, Germantown, MD, USA) according to the manufacturer’s protocol. Briefly, around 30 mg of snap-fresh tissue of HCC or adjacent non-tumorous liver were disrupted and homogenized. The lysate was then centrifuged and the supernatant was transferred to the gDNA Eliminator spin column. After centrifugation, the flow-through was transferred to the RNeasy spin column. RNA was extracted using the buffers RPE and RW1. The gDNA Eliminator spin columns, RNeasy spin column and buffers were all supplied in the Qiagen miRNA isolation kits. The concentration and quality of total RNA were measured by NanoDrop ND-1000 (NanoDrop Technologies, Wilmington, DE, USA) at 260 and 280 nm (A260/280) and confirmed by gel electrophoresis.

### Human sample microRNA microarray

We selected 5 patients with HBV-associated HCC and performed a miRNA microarray. Two of these patients had liver cirrhosis. RNA labeling and hybridization were completed using a kit from Welgene Biotech Co., Ltd (Welgene Biotech Co., Ltd., Taipei, Taiwan, R.O.C) according to the manufacturer’s instructions. Briefly, RNA was extracted using miRNA isolation kits (Qiagen®) according to the manufacturer’s protocol. RNA purified was quantified at OD 260 nm by an ND-1000 spectrophotometer (NanoDrop Technologies) and analyzed by the Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA) with the RNA 6000 Nano LabChip kit. During the in vitro transcription process, 1 μg of total RNA was amplified by a low RNA input fluor linear amp kit (Agilent) and labeled with Cy3 (CyDye, PerkinElmer, Waltham, MA, USA). Using incubation with fragmentation buffer at 60 °C for 30 min, 1.65 μg of Cy3-labled cRNA was fragmented to an average size of about 50–100 nucleotides. Correspondingly fragmented labeled cRNA was then pooled and hybridized to SurePrint G3 ChIP/CH3 1X1M array (Agilent) at 60 °C for 17 h. After washing and drying by nitrogen gun blowing, the microarrays were scanned with an Agilent microarray scanner at 535 nm for Cy3. Scanned images were analyzed by Agilent Feature Extraction, version 10.5. Image analysis and normalization software were used to quantify the signal and background intensity for each feature. The data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession no. GSE69580.

### Cell line mRNA microarray

RNA labeling and hybridization were completed using a kit from Phalanx Biotech Co., Ltd. (Phalanx Biotech Group, Inc., Hsinchu City, Taiwan, R.O.C) according to the manufacturer’s instructions. Briefly, RNA was extracted after miR-19b knockdown in Hep3B. Purified RNA was labeled with fluorescein and hybridized on Human OneArray® (Phalanx Biotech) with 29187 mature human mRNA probes. Finally, hybridization signals were detected, and the images were scanned and quantified. The data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE69519.

### Real time qRT-PCR analysis for miRNA expression

Complementary DNA was synthetized from the total RNA using gene-specific primers of the TaqMan MicroRNA Reverse Transcription Kit (Applied Biosystems®, Foster City, CA). For real time quantitative reverse transcription polymerase chain reaction (qRT-PCR), primers for miR-19b and endogenous control U6 were purchased from Applied Biosystems. All reactions were carried out in triplicate according to the manufacturer’s protocol. Briefly, we used 10 ng of RNA sample, 50 nmol/l of stem-loop reverse transcriptase (RT) primer, 10X RT buffer, 0.25 mmol/l each of deoxynucleotide triphosphates (dNTPs), 3.33 U/μl MultiScribe RT, and 0.25 U/μl RNase inhibitor (all from Applied Biosystems’ TaqMan MicroRNA Reverse Transcription Kit®). Reaction mixtures (15 μl) were incubated for 30 min at 16 °C, 30 min at 42 °C, and 5 min at 85 °C and then held at 4 °C (2720 Thermal Cycler; Applied Biosystems®). Real-time PCR was performed using the StepOne™ Plus Real-Time PCR System (Applied Biosystems®). The 20 μl PCR reaction mixture included 1.33 μl of RT product, 1X TaqMan Universal PCR Master Mix, and 1 μl of primer and probe mix from the TaqMan MicroRNA Assay Kit (Applied Biosystems®). Reactions were incubated in a 96-well optical plate at 95 °C for 10 min, followed by 40 cycles at 95 °C for 15 s and 60 °C for 60 s. Relative quantification of the miR-19b expression was evaluated using the comparative cycle threshold method. The raw data were presented as the relative quantity of miR-19b, normalized with respect to U6.

### Real time qRT-PCR analysis for mRNA expression

Complementary DNA was synthetized from the total RNA using gene-specific primers of the TaqMan® Reverse Transcription Kit (Applied Biosystems®, Foster City, CA, USA). For real time qRT-PCR, primers for N-myc downstream regulated 1 (NDRG1), epithelial cell adhesion molecule (EPCAM), hypoxia-inducible factor 1-alpha (HIF1A), high-mobility group protein B2 (HMGB2) and mitogen activated protein kinase 14 (MAPK14) and endogenous control glyceraldehyde 3-phosphate dehydrogenase (GAPDH) were purchased from Applied Biosystems. All reactions were carried out in triplicate according to the manufacturer’s protocol. Briefly, we used 1 ng of RNA sample, 1 μl random primer (random hexamer at a concentration of 0.5 μM as primer, 10X RT buffer, 2.5 mM each of dNTPs, 1 μl of MultiScribe RT™ at a concentration of 50 U/μl, 1.4 μl of 25 mM MgCl_2_ and 1 μl of RNase inhibitor at a concentration of 20 U/μl (all from Applied Biosystems’ TaqMan® Reverse Transcription Kit). Reaction mixtures (20 μl) were incubated for 10 min at 25 °C, 30 min at 37 °C, and 5 min at 95 °C and then held at 4 °C (2720 Thermal Cycler; Applied Biosystems®). Real-time PCR was performed using the StepOne™ Plus Real-Time PCR System (Applied Biosystems®). The 10 μl PCR reaction mixture included 1 μl of RT product, 5 μl of 2X TaqMan Universal PCR Master Mix, and 0.5 μl of primer and probe mix from the TaqMan Gene expression Assay Kit (Applied Biosystems®). Reactions were incubated in a 96-well optical plate at 95 °C for 10 min, followed by 40 cycles at 95 °C for 15 s and 60 °C for 60 s. Relative quantification of the miR-19b expression was evaluated using the comparative cycle threshold method. The raw data were presented as the relative quantity of NDRG1, EPCAM, HIF1A, HMGB2 and MAPK14, normalized with respect to GAPDH.

### Cell line culture

Human HCC cell line Hep 3B was obtained from American Type Culture Collection (ATCC®, Manassas, VA, USA), was validated in 2014, and was cultured in MEM medium (Invitrogen, Carlsbad, CA,USA) plus 10 % newborn calf serum. Ethics approval was not required.

### Transfection

A quantity of approximately 2 × 10^5^ Hep 3B cells were seeded and cultured in 6-well plates. For each well, 90 pmol of miR-19b inhibitor or control were added to 300 μL Opti-MEM medium and 10 μL of Lipofectamine® 2000 (all Applied Biosystems®). The mixture was added to the cells and incubated for 6 h before replacing the medium. Cells were collected for RNA extraction 24 h after transfection.

### Statistical analysis

The Mann–Whitney test was performed to determine the significance of miRNA levels between the HCC tumor and non-tumor adjacent tissues. Student’s *t*-test was performed to determine the significance of the AFP level between different groups of patients. Group comparisons of categorical variables were evaluated using the *χ*^2^ test. Overall survival (OS) was defined from the date of diagnosis to the date of death. Correlation of variables was analyzed using Pearson correlation coefficient. Disease free survival (DFS) was defined from the date of surgery to the date of recurrence. Survival curves were plotted using the Kaplan–Meier method and differences in survival rates were analyzed using the log-rank test. The prognostic relevance of each variable to OS and DFS were analyzed using the Cox regression model. Multivariate analysis of the prognostic factors was performed using the Cox regression model. A *P*-value less than 0.05 was considered statistically significant. All statistical calculations were performed using SPSS 18.0 for Windows (SPSS Inc., Chicago, IL, USA).

## Results

### Overexpression of miR-19b in hepatocellular carcinoma

We first performed a miRNA microarray for 5 selected paired HCC and adjacent non-tumoral liver tissue samples. As shown in Fig. 1a and Additional file 1: Table S2, we found that miR-19b was up-regulated in all five samples. MiR-21, miR-17, miR-20a, and miR-106b were also overexpressed, whereas let-7b and let-7c were downregulated in HCC tumor samples. To validate these results, we then evaluated miR-19b expression by qRT-PCR analysis in 81 paired samples of tumor and adjacent non-tumorous tissues diagnosed with HCC. The results are shown in Fig. 1b. The expression levels of miR-19b in the HCC tumorous tissues (median expression level 0.7184, range 0.0192 to 21.104) were significantly higher than those in the adjacent non-tumorous liver tissues (median expression level 0.3246, range 0.0169 to 6.667, *P* < 0.001). We also found that the expression level of miR-19b was significantly higher in patients who were disease-free for at least two years after surgery (*n* = 36, median expression level 1.1109, range 0.0192 to 21.104), compared with those whose cancer recurred within two years (*n* = 45, median 0.4988, range 0.1123 to 7.997, *P* < 0.001, Fig. 2.).

**Fig. 1:**
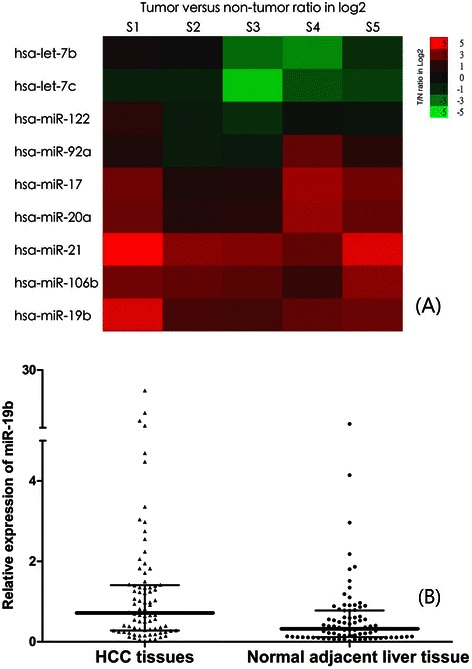
**a** MiRNAs are deregulated in hepatocellular carcinoma as detected by miRNA microarray. Five pairs of hepatocellular carcinoma and adjacent non-tumor liver tissue matches were analyzed using SurePrint G3 ChIP/CH3 1X1M array (Agilent Technologies, Santa Clara, CA, USA). Rows: miRNAs; columns: cases. For each miRNA, red represents higher expression and green represents lower expression than the corresponding adjacent non-tumoral liver tissue expression. S1, sample 1; S2, sample 2; S3, sample 3; S4, sample 4; S5, sample 5. **b** MiR-19b is overexpressed in the HCC tissues compared with normal adjacent liver tissue (median expression level 0.3246, range 0.0169 to 6.667, *P* < 0.001, Mann–Whitney test). miR-19b, microRNA-19b. HCC, hepatocellular carcinoma

**Fig. 2:**
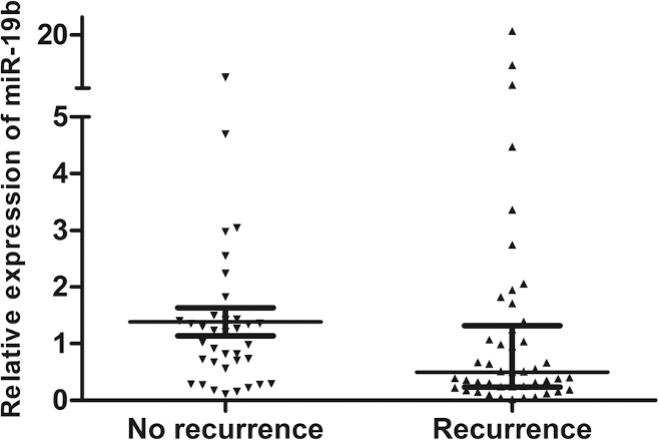
MiR-19b in HCC is overexpressed in patients with no recurrence (*n* = 36, median expression level 1.1109, range 0.0192 to 21.104) compared with those whose cancer recurred within 2 years (*n* = 45, median 0.4988, range 0.1123 to 7.997), *P* < 0.001, Mann–Whitney test. miR-19b, microRNA-19b. HCC, hepatocellular carcinoma

### Association of miR-19b with the clinicopathological features of HCC

The median expression value of miR-19b was used as a cut-off. HCC tissue samples expressing miR-19b at levels lower than the median expression level were assigned to the low-expression group (*n* = 41) and samples with expression above the median value were assigned to the high-expression group (*n* = 40). The relationships of miR-19b with various clinicopathological features of HCC were analyzed and are summarized in Table 1. The results revealed that a high level of miR-19b expression was correlated with an elevated AFP level (*P* = 0.017). However, there were no significant correlations of miR-19b expression with other clinical features such as gender, age, vascular invasion, TNM stage, liver cirrhosis, tumor differentiation or number of tumors (all *P* > 0.05). There was no significant difference in the serum AFP levels between the miR-19b low-expression and high-expression groups (*Student’s t*-test, *P* = 0.408). There was no correlation between the miR-19b expression level and serum AFP level (*Pearson* correlation coefficient, r = −0.032, *p* = 0.778).

### Mir-19b expression predicts better survival in patients with HCC

We further investigated the correlation between the miR-19b expression level and the survival of patients with HBV-associated HCC. As shown in Fig. 3, the DFS of the high miR-19b expression group was significantly longer than that of the low miR-19b expression group (median survival 37.107 vs.11.357; *P* = 0.022). In multivariate analysis, miR-19b expression was an independent good prognostic factor for both DFS (hazards ratio [HR] = 0.453, 95 % confidence interval [CI] = 0.245–0.845, *P* = 0.013, Table 2) and OS (HR = 0.318, CI =0.120–0.846, *P* = 0.022, Table 2) in patients with more advanced HBV-associated HCC.

**Fig. 3:**
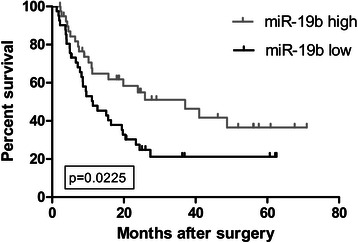
Correlation between miR-19b expression and disease-free survival rates in 81 patients with HCC after curative surgery. Patients with high levels of miR-19b had significantly better disease-free survival than those with low levels (median survival 37.107 vs.11.357; *P* = 0.022, Log-rank test. Kaplan–Meier survival curves for disease-free survival are plotted according to miR-19b expression. miR-19b, microRNA-19b. HCC, hepatocellular carcinoma

**Table 2:** Multivariate analysis of the associations of disease-free survival and overall survival with various clinicopathologic parameters and miR-19b expression in patients with HCC presented with vascular invasion or multifocal diseases

	Disease-free survival			Overall survival		
Clinicopathological parameters	HR	95 % CI	*P* value	HR	95 % CI	*P* value
Age	0.947	0.517–1.737	0.861	0.527	0.204–1.357	0.184
Gender	0.857	0.440–1.672	0.568	2.184	0.726–6.569	0.165
AFP level	2.133	1.155–4.616	0.016	1.823	0.705–4.714	0.215
Tumor number	1.213	0.626–2.349	0.567	1.099	0.401–3.105	0.855
Vascular invasion	0.82	0.414–1.623	0.568	2.963	0.672–13.060	0.151
TNM stage	2.364	1.211–4.616	0.012	3.084	1.201–7.92	0.019
Tumor differentiation	1.481	0.647–3.258	0.328	3.03	1.011–9.083	0.048
miR-19b expression	0.455	0.245–0.845	0.013	0.318	0.120–0.846	0.022
Liver cirrhosis	0.897	0.486–1.656	0.728	0.904	0.349–2.339	0.835

*miR-19b* microRNA-19b, *HR* hazard ratio, *CI* confidence interval, *AFP* α-fetoprotein

### Potential targets of miR-19b

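Hep3B is a human hepatocellular carcinoma cell line. RNA came from Hep3B cells transfected with the miR-19b inhibitor (anti-miR-19b) or with the control inhibitor. It was hybridized to Human OneArray mRNA arrays. The series holds 1 sample for each condition, called 1 array here, and no replicate samples. The number of technical hybridizations behind a value is not given in the sources used here. Each well received 90 pmol of inhibitor, and RNA was collected 24 h after transfection. The sample labels give Cy5 as the dye and the paper gives fluorescein. The authors deposited 1 normalized intensity per probe and array on a linear scale, and the normalization method is not given in the sources used here. The 29187 probes had a median intensity of 28.1 on the anti-miR-19b array and 26.0 on the control array, and the highest values were 65506 and 65745. Values at or below 0, which have no log2, were found at 1650 probes of the anti-miR-19b array and 1898 of the control array, so that 26186 probes were compared. Their log2 ratio, anti-miR-19b over control, had a median of 0.03. Bright probes are those with a mean level at or above the median, an intensity of 41.4, and dim probes are the others. The log2 ratio was far wider at dim probes, with a spread of 0.87 against 0.26 at bright probes (the distance from percentile 16 to 84, divided by 2). A gene was given the mean log2 ratio of its probes, and each probe was ranked among the 500 probes nearest to it in mean level. With 1 array per condition, no test could be made, and each value describes these 2 arrays. The array reads mRNA and not mature miR-19b. MIR17HG, the host transcript of the cluster that holds miR-19b, had an intensity of 434 on the control array and 763 on the anti-miR-19b array (log2 ratio 0.81), which does not measure how far the mature microRNA was inhibited.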

In order to evaluate how miR-19b exerts its effect on DFS and recurrence, we knocked down the expression of miR-19b in Hep3B cells, extracted the RNA, and performed an mRNA microarray using the RNA. We then selected genes that were either upregulated or downregulated more that 1.5 times as our candidates. 

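MAD2L1, a protein of the spindle checkpoint, had an intensity of 463 on the control array and 830 on the anti-miR-19b array (log2 ratio 0.84). Of 28 genes of DNA replication and mitosis, 24 had a ratio above 0, and their median log2 ratio was 0.18, at percentile 99.9 of 10000 random gene lists of the same size and brightness. In this list only MAD2L1 was over 1.5-fold higher on the anti-miR-19b array, 26 genes were within 1.5-fold, and BUB1 was lower at a dim probe (33.8 to 21.9). Of the 28 genes, 3 are entries of Tables S3 and S4, which had been read when the list was written. The rank is not particular to this list: proteasome subunits lay at percentile 99.9 and mitochondrial ribosomal proteins at 100, while respiratory complex I lay at 50.7. Of 21 nucleoporins, which build the nuclear pore, NUP35 (log2 ratio 0.94), NUP54 (0.74) and, at a dim probe, NUP62 (0.80) were over 1.5-fold higher and none was over 1.5-fold lower, with a median of 0.13 at percentile 95.8 (0.10 at percentile 90.8 over bright probes alone). DKK1, a secreted inhibitor of Wnt signaling, went from 785 on the control array to 1467 on the anti-miR-19b array, and LYZ, which encodes lysozyme, from 335 to 629. MAD2L1, NUP54, DKK1 and LYZ were each read by 1 probe and are entries of Table S3. A ratio at 1 probe was seldom shared within a gene. Across 1629 genes with exactly 2 bright probes, the 2 ratios had a Pearson r of 0.10. Where one probe was over 1.5-fold higher (120 probes), its partner was so in 8, and for lower probes (27) in 2. Among the lower genes, both probes of HSPA6, an inducible chaperone, gave log2 ratios of -0.85 and -0.96. Table S4 lists both probes under HSPA6 and HSPA7 together, so that they may not tell these genes apart. The 14 measured heat shock genes had a median of -0.03, at percentile 30.6 (-0.09, at percentile 8.55, with quantile normalization), with HSPH1 at 0.42 and HSP90AA1 at 0.39. RPS20, a ribosomal protein, had a log2 ratio of -0.83 at one probe, an entry of Table S4, and -0.11 at the other.

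Over all 26186 probes, 3603 were over 1.5-fold higher on the anti-miR-19b array and 3132 were over 1.5-fold lower. Most of them were dim: 6281 were dim probes, and among the 13093 bright probes 316 were higher and 138 lower. These counts use no filter but the threshold. The entries of Tables S3 and S4 each also carry a p-value of the paper, under its general limit for significance. No such p-value could be computed here, so that these counts and the paper's are not alike. The intensities printed in Tables S3 and S4 each matched exactly 1 deposited probe, for all 104 entries. From these intensities, 63 of the 71 entries of Table S3 were over 1.5-fold higher and 22 of the 33 entries of Table S4 were over 1.5-fold lower. Some genes of these tables had another bright probe. It lay on the same side of 0 for 26 of 31 entries of Table S3 and for 9 of 11 of Table S4, and was over 1.5-fold the same way for 2 and 2 of them. These were the probe pairs of NUP35 and HSPA6, both of whose probes are entries of the tables, so that each pair was counted from both sides. By comparison, of all probes of genes with exactly 2 bright probes, 58.7% were above 0 and 41.3% below. Where any of them was over 1.5-fold higher (120 probes), the partner was above 0 in 81. Where any was over 1.5-fold lower (27 probes), the partner was below 0 in 12.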

In total, 71 genes were upregulated as miR-19b was knocked down, and 32 genes were downregulated after miR-19b was suppressed (Additional file 1: Table S3 and S4). Among them, genes such as NDRG1 were downregulated when miR-19b was suppressed, whereas EPCAM, HIF1A, HMGB2, and MAPK14 were upregulated. 

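The log2 ratio of NDRG1 was -0.63 and that of EPCAM was 0.59, each at 1 probe. The limit of single probes given above holds for both, and for MAPK14 below. HMGB2, a chromatin protein of dividing cells, was read by 2 probes, at 449 on the control array and 686 on the anti-miR-19b array (log2 ratio 0.61), and at 1610 and 2131 (0.40). HIF1A had a mean log2 ratio of 0.38 over 2 probes, and only one of them was over 1.5-fold higher. For MAPK14 the log2 ratio was 0.87. Its probe has no gene name in the platform annotation used here and was identified by the intensities printed in Table S3. The 4 genes with a named probe had a median log2 ratio of 0.44, at percentile 99.97 of random lists (0.27, at percentile 98.7, at the brightest probe of each gene). The study chose these genes on these arrays, so that the percentile is no independent evidence of their direction. NDRG1 was chosen as lower and the others as higher, so that the median describes no direction common to them.

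**Figure D1:**
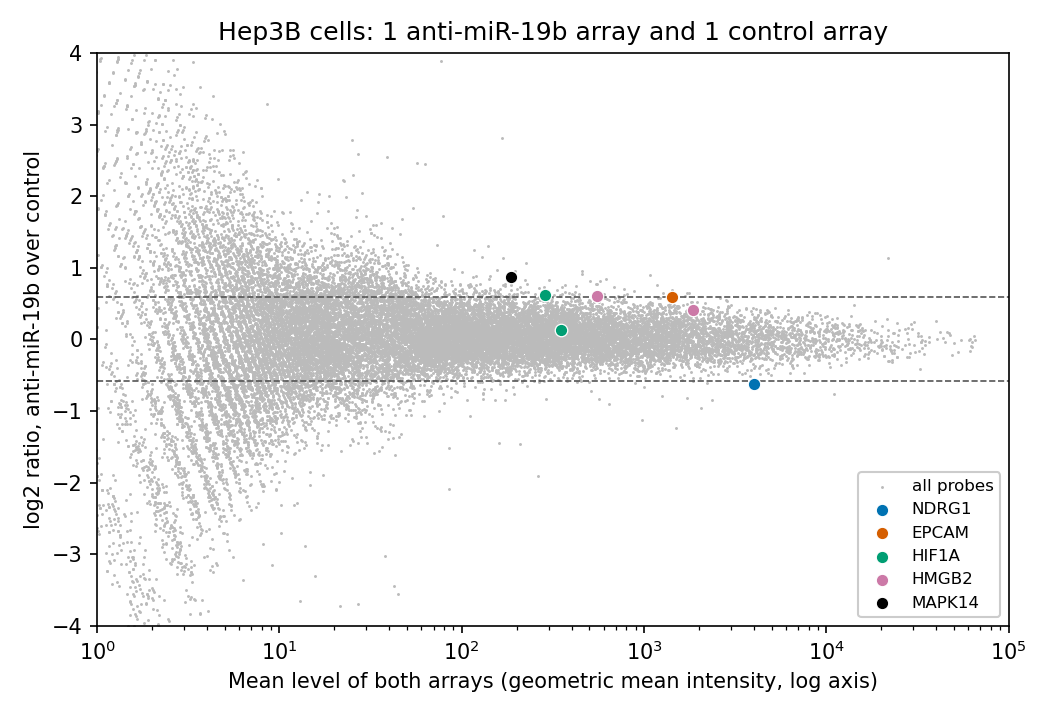
Log2 ratio of each probe, anti-miR-19b over control, against its mean level on the 2 arrays (geometric mean intensity, log axis). Grey points are probes and colored points are the probes of the 5 genes, with dashed lines at 1.5-fold either way; 457 probes below a mean level of 1 or beyond a log2 ratio of 4 either way lie outside the plotted range. The grey cloud widens toward dim probes, and the NDRG1 probe lies below it at -0.63.

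The paper selected genes that differed over 1.5 times between these arrays as its candidates, states that NDRG1 was downregulated and the other genes upregulated, and went on to measure the 5 genes in tumors.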

The reported functions of these genes and references are illustrated in Table 3. Then, we tested the expression level of NDRG1, EPCAM, HIF1A, HMGB2 and MAPK 14 in 20 HCC tumor samples from the aforementioned patient cohort, and analyzed the correlation between the expression level of these genes and miR-19b. The results are shown in Additional file 1: Table S5 and Additional files 1 and 2. There was a trend toward negative correlation between the expression of miR-19b and HIF1A and MAPK 14 in our HCC samples (*Pearson’s* correlation, *r* = −0.219 and −0.229, *P* = 0.352 and 0.332, respectively).

**Table 3:** Potential targets of miR-19b

	Expression change after miR-19b knockdown	Functions	Reference
NDRG1	Down regulated	Metastatic suppressor	[38]
EPCAM	Up regulated	Cancer cell stemness	[38–41]
HIF1A	Up regulated	Angiogenesis; Proliferation	[43, 44]
HMGB2	Up regulated	Proliferation; Predict survival of HCC	[45]
MAPK14	Up regulated	Drug resistance	[42]

*NDRG1* N-myc downstream regulated gene 1, *EPCAM* epithelial cell adhesion molecule, *HIF1A* hypoxia inducible factor 1, alpha subunit, *HMGB2* high mobility group box 2, *MAPK14* mitogen-activated protein kinase 14

## Discussion

Currently, surgery remains one of the most effective ways to cure HCC. Traditionally, surgical resection is only recommended for patients with BCLC stage A disease. With the improvements in surgical technique and careful patient selection, however, patients with portal vein invasion or multifocal tumors may also benefit from surgery in terms of DFS [26, 27]. In other words, some patients with more advanced HCC may have a long DFS after surgery, while others experience early recurrence. It is crucial to differentiate between these patients.

In the present study, we first identified miR-19b as our target miRNA using a miRNA microarray of 5 paired samples from HCC patients. MiR-19b was uniformly overexpressed in all samples, indicating its importance in HCC. We also found that let-7 families were downregulated, while miR-21, miR-17, miR-20a, and miR-106b were upregulated in the tumors compared with corresponding non-tumor samples. These findings were consistent with previous reports. We then validated the overexpression of miR-19 using real-time PCR. Interestingly, we found that, the expression of miR-19b was significantly lower in patients who had recurrences within 2 years of curative surgery than in those who remained disease-free at 2 years. This finding suggested that miR-19b might be a prognostic factor for recurrence in this group of patients.

In further analysis, we showed that in patients with HBV-associated HCC presenting with multiple tumors or vascular invasion, a high expression level of miR-19b predicted better DFS after curative surgery compared with that in those with a low expression level. High expression of miR-19b also predicted better DFS and OS in Cox multivariate analysis. Interestingly, one of the variables in multivariate analysis is vascular invasion, as shown in Table 2. We included only patients with HCC at BCLC stage B or C without extrahepatic metastases. The presence of vascular invasion represented stage C disease, whereas absence of vascular invasion was equivalent to stage B. The results of multivariate analysis indicated that the miR-19b expression level correlated with both DFS and OS independent of the BCLC stage. Based on these results, miR-19b may be a useful marker for clinical decision-making in terms of whether or not to perform surgery or the frequency of follow-ups after surgery.

AFP was previously reported to be a prognostic factor for HCC [28]. In the present study, we found that AFP correlated with worse DFS in multivariate analysis. This finding is consistent with previous reports. However, AFP did not predict OS in the present study. As a prognostic factor, miR-19b may be more powerful than AFP. Table 1 shows that more patients in the high-expression miR-19b group had elevated serum AFP. However, when we compared the AFP serum level of patients with high-expression miR-19b with their counterparts, there was no significant difference. In addition, there was no significant correlation between the miR-19b expression level and serum AFP level. Therefore, it was unlikely that there was an association between miR-19b expression and the serum AFP level.

Several reports have demonstrated the oncogenic roles of miR-19b, such as in cancer proliferation, migration, and chemoresistance [21, 29–31]. However, Yin et al. showed that miR-19b inhibited angiogenesis [24]. Zhang et al. revealed that in breast cancer, miR-19b negatively regulated tissue factor, which is important in tumor angiogenesis and metastasis [22]. The role of miR-19b had not been elucidated in HCC. Our microarray results after knockdown of miR-19b offer more support.

Although it is a general concept that genes overexpressed in tumors may be oncogenic, there are exceptions. Huynh demonstrated that retinoblastoma 2 protein (pRb/130), a tumor suppressor gene that is commonly downregulated in cancer, was overexpressed in HCC [32]. In this study, the author showed that pRb/130 was elevated in the majority of HCC samples, but still functioned as a tumor suppressor. Another example is p16^Ink4a^, which is a tumor suppressor but was found to be overexpressed in human papilloma virus (HPV)-related cancer. The overexpression of p16^Ink4a^ was correlated with better treatment response and prognosis [33–37]. Similar to pRb/130 and p16^Ink4a^, we showed that miR-19b was overexpressed in HCC compared with non-tumorous liver tissue, and a higher level of miR-19b was correlated with better survival after curative surgery. Overexpression of miR-19b might be an attempt to stop cell proliferation. MiR-19b might slow down cancer progression, and therefore, its overexpression is correlated with better survival. However, detailed mechanisms will have to be revealed and validated in future studies.

As shown in Table 3, the expression levels of several genes were regulated by miR-19b. NDRG1 is a tumor suppressor that inhibits tumor progression and metastasis, and overexpression of NDRG1 has been shown to exert an anti-metastatic effect [38]. It was downregulated when miR-19b was knocked down. 

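NDRG1 was a bright gene on both arrays, with an intensity of 5009 on the control array and 3246 on the anti-miR-19b array. The control intensity was 1.54 times that with anti-miR-19b. None of the 500 probes nearest in mean level had a lower ratio (percentile 0). The paper selected NDRG1 for passing 1.5-fold on these same arrays. An extreme percentile therefore largely follows from the selection and is no independent evidence. The same holds for the percentiles of the Table S3 probes of EPCAM, MAPK14 and HIF1A below. The NDRG1 value rests on 1 probe and 1 array per condition.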

The existence of cancer stem cells was considered to be a cause of tumor recurrence. In HCC, cells expressing EPCAM had the ability to self-renew and to initiate highly invasive HCC, which indicated a worse prognosis [39–41]. 

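EPCAM, an adhesion molecule of epithelial and progenitor cells, had an intensity of 1154 on the control array and 1736 on the anti-miR-19b array, 1.50 times as high, at percentile 99.6 of the 500 probes of like brightness. With the median ratio of all probes set to 0, its log2 ratio was 0.56, just under 1.5-fold. Among 14 markers of liver progenitor or cancer stem cells, 3 were over 1.5-fold higher, 2 over 1.5-fold lower and 9 within 1.5-fold. The higher ones were near the threshold: 2 were over it with median centring and 0 with quantile normalization or removal of the loess trend, while the lower ones stayed 2 under each of these. CD24 went from 123 to 188 (log2 ratio 0.62). PROM1, which encodes CD133, went the other way, from 231 to 128 (log2 ratio -0.85). The remaining genes over 1.5-fold, CD44 (0.738 to 1.15) and SALL4, owed it to probes near the floor, and the bright probe of SALL4 had a log2 ratio of -0.18. The median of the list was 0.04, at percentile 58.2 of random lists, and over bright probes alone it was -0.050, at percentile 20.9 (10 genes). EPCAM and PROM1 are entries of Tables S3 and S4.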

Our microarray also revealed that while miR-19b was knocked down, the expression level of EPCAM increased. Similarly, MAPK14 was overexpressed after suppression of miR-19b. 

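The MAPK14 probe had an intensity of 137 on the control array and 251 on the anti-miR-19b array, 1.83 times as high and at percentile 99.8 of the 500 probes nearest in mean level. MAPK14 encodes p38 alpha. Of 13 other measured genes of the p38 pathway, 1 was over 1.5-fold higher, none was lower by that much and 12 were within 1.5-fold. The one was MAP2K6, a kinase that activates p38, at a dim probe (3.82 to 7.67). The substrate kinase MAPKAPK2 had a log2 ratio of 0.27, the transcription factor ATF2 0.32, the related kinase MAPK12 -0.12 and the adaptor TAB1 -0.23. The median of the 13 genes was 0.19, at percentile 95.7 of random lists.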

MAPK14 has been shown to take part in drug resistance [42]. 

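HIF1A, the oxygen-regulated subunit of hypoxia-inducible factor 1, was read by 2 probes. One had an intensity of 231 on the control array and 356 on the anti-miR-19b array (log2 ratio 0.62, percentile 99.0 among probes of like brightness), and the other had 332 and 365 (0.14, percentile 65.0). The 22 measured genes that hypoxia-inducible factor 1 is known to induce had a median log2 ratio of 0.0026, at percentile 41.9 of random lists, and -0.064, at percentile 13.7, over bright probes alone (19 genes). VEGFA had 0.28, HK2 0.26, PGK1 0.08, LDHA -0.06 and ENO1 -0.17. Of these genes 3 were over 1.5-fold higher, namely SLC2A1, EGLN3 and ALDOA. SLC2A1 and EGLN3 were read at 8.10 and 0.466 on the control array, near the floor, and the bright probe of ALDOA had -0.13. The genes over 1.5-fold lower were NDRG1 and, at a dim probe, ANKRD37 (34.0 to 21.1). Of 13 markers and regulators of epithelial-to-mesenchymal transition, 11 were within 1.5-fold, and the median was 0.15, at percentile 85.6. It was 0.057, at percentile 61.3, over bright probes alone (9 genes), and 0.022, at percentile 58.0, with an offset of 50 added to the intensities. CDH1, the epithelial cadherin, had -0.12, CDH2 -0.20 and SNAI1 -0.05. VIM (2.95 to 4.49) was over 1.5-fold higher near the floor, and within 1.5-fold with median centring. ZEB1 had a mean of -0.60 over 2 probes, of which the brighter gave 0.20. The arrays read mRNA and not HIF1A protein, and the paper describes no hypoxia for these cells. These lists therefore do not test its account of HIF1A under hypoxia.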

HIF1A, an important factor also promoting epithelial-to-mesenchymal transition in HCC under hypoxia, was also upregulated as miR-19b was knocked down [43, 44]. HMGB2 is an oncogene promoting proliferation. Kwon et al. revealed that its overexpression indicates a poor HCC prognosis [45]. 

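Genes reported as direct targets of the miR-19 family were compared as a group. Of 22 such genes 21 were measured, and 0 were over 1.5-fold higher on the anti-miR-19b array, 2 were over 1.5-fold lower and 19 were within 1.5-fold. Their median log2 ratio was -0.03, at percentile 20.2 of random lists of the same size and brightness. The highest were RNF11 (0.53, with probes at 0.77 and 0.28), which is an entry of Table S3, and CCN2, a matrix protein (0.50, from 253 to 358). TP53INP1, a stress-induced regulator of cell death, had -0.54 (869 to 597). The genes over 1.5-fold lower were MYLIP, at a dim probe (28.9 to 9.92), and MXD1, whose bright probe gave -0.37. BCL2L11, an inducer of apoptosis, had a mean of -0.54, with -1.46 at one probe (346 to 126) and 0.01 at the other bright probe (49.4 to 49.6). Targets of the miR-17 family, which shares the cluster of miR-19b but has another seed, had a median of 0.09 (percentile 76.0, 15 genes), and targets of miR-122, an unrelated liver microRNA, 0.16 (percentile 93.6, 12 genes). Neither direction held in every setting: at the brightest probe of each gene the medians were -0.017 and -0.014, and over bright probes alone -0.045 and 0.08. The arrays read mRNA, so that an effect on translation alone would not be seen, and the search for miR-19 seed sites in 3' untranslated regions was not run here.

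**Figure D2:**
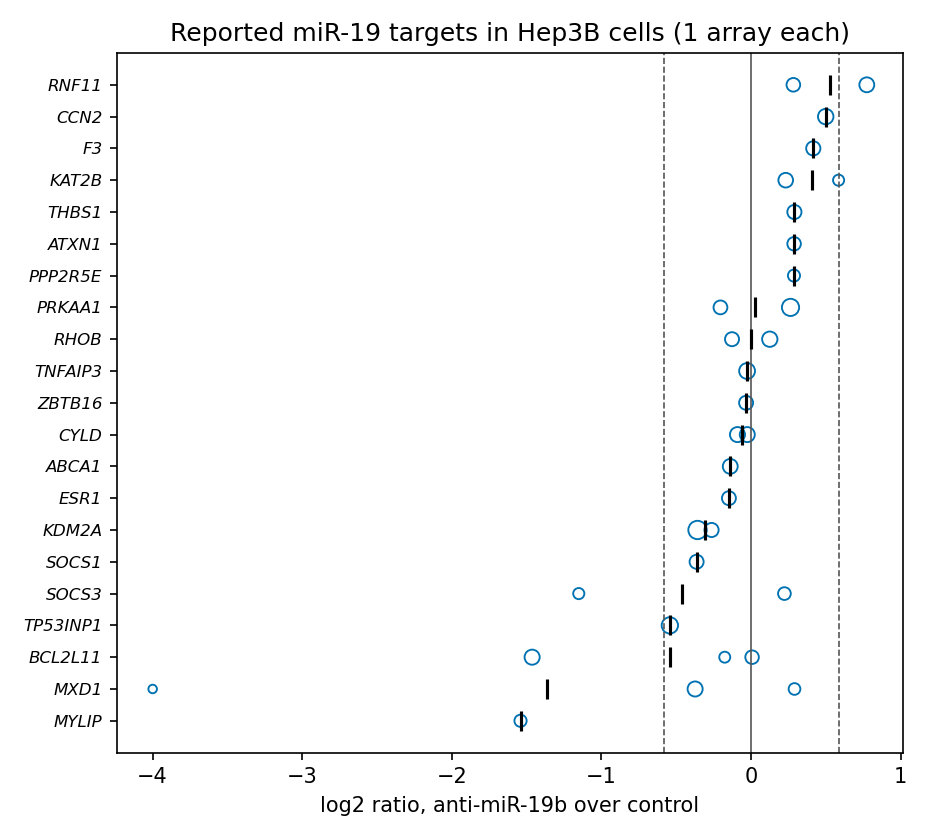
Log2 ratio, anti-miR-19b over control, of 21 reported miR-19 targets on 1 array each. Circles are single probes, drawn larger the brighter they are, black ticks are the mean of each gene and dashed lines mark 1.5-fold either way. The genes run from -1.54 for MYLIP to 0.53 for RNF11.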

Through direct or indirect regulation, miR-19b may suppress the function of EPCAM, MAPK14, and HIF1A, as well as HMGB2, and promote the effect of NDRG1, thus suppressing HCC recurrence after curative surgery. In human tumor samples, we also revealed that there was a trend toward negative correlation between the expression of miR-19b and MAPK14 and HIF1A, as shown in Additional file 1: Table S5 and Additional file 2: Figure S1 and Additional file 3: Figure S2. These findings also support that miR-19b targets MAPK14 and HIF1A in vivo.

## Conclusions

In patients with more advanced HBV-associated HCC, the miR-19b expression level in HCC tumor correlated with better DFS and OS after curative surgery. MiR-19b may regulate several genes involved in the metastasis process. MiR-19b may be a novel and useful prognostic factor in patients with more advanced HCC after curative surgery.

## Additional files

Additional file 1: **Supplementary tables. Table S1.** Demographics of selected patients. **Table S2.** The log2 ratio of the expression of selected microRNA from five pairs of tumor and non-tumor liver tissue. The microRNA microarray was performed by SurePrint G3 ChIP/CH3 1X1M array (Agilent Technologies, Santa Clara, CA). **Table S3.** Genes that were overexpressed with ratio over 1.5 times after miR-19b knockdown in Hep3B. mRNA microarray was performed by Human OneArray® (Phalanx Biotech Group, Inc., R.O.C). **Table S4.** Genes that were suppressed with ratio over 1.5 times after miR-19b knockdown in Hep3B. mRNA microarray was performed by Human OneArray® (Phalanx Biotech Group, Inc., R.O.C). **Table S5.** Correlation between the expressions of putative target genes and miR-19b in 20 tumor samples. (DOC 198 kb)
Additional file 2: **Correlation of the expression level between miR-19b and MAPK14.** The expression levels of miR-19b and MAPK14 were determined in 20 resected HCC tumors using real-time PCR. There is a trend toward a negative correlation between miR-19b and MAPK14 (*Pearson’s* correlation, *r* = −0.229, *P* = 0.332). miR-19b, microRNA-19b. HCC, hepatocellular carcinoma. (TIFF 256 kb)
Additional file 3: **Correlation of the expression level between miR-19b and HIF1A.** The expression levels of miR-19b and HIF1A were determined in 20 resected HCC tumors using real-time PCR. There is a trend toward a negative correlation between miR-19b and HIF1A (*Pearson’s* correlation, *r* = −0.219, *P* = 0.352). miR-19b, microRNA-19b. HCC, hepatocellular carcinoma. (TIFF 247 kb)

## Abbreviation

BCLC: Barcelona-Clinic Liver Cancer
HCC: Hepatocellular carcinoma
HBV: Hepatitis B virus
miRNA: microRNA
mRNA: Messenger RNA
qRT-PCR: Quantitative real-time polymerase chain reaction

# Supplementary material for: Upregulation of MicroRNA-19b predicts good prognosis in patients with hepatocellular carcinoma presenting with vascular invasion or multifocal disease
**Source:** BMC Cancer. 2015 Oct 9;15:665. doi: 10.1186/s12885-015-1671-5
**Supplement:** Additional file 1: — Supplementary tables. Table S1. Demographics of selected patients. Table S2. The log2 ratio of the expression of selected microRNA from five pairs of tumor and non-tumor liver tissue. The microRNA microarray was performed by SurePrint G3 ChIP/CH3 1X1M array (Agilent Technologies, Santa Clara, CA). Table S3. Genes that were overexpressed with ratio over 1.5 times after miR-19b knockdown in Hep3B. mRNA microarray was performed by Human OneArray® (Phalanx Biotech Group, Inc., R.O.C). Table S4. Genes that were suppressed with ratio over 1.5 times after miR-19b knockdown in Hep3B. mRNA microarray was performed by Human OneArray® (Phalanx Biotech Group, Inc., R.O.C). Table S5. Correlation between the expressions of putative target genes and miR-19b in 20 tumor samples.

| **Supplementary Table 1** Demographics of selected patients | | | |
| --- | --- | --- | --- |
|  |  |  |  |
|  | Tumor number | |  |
| Vascular invasion | Solitary | Multiple | Total |
| Presence | 48 | 14 | 62 |
| Absence | 10 | 9 | 19 |
| Total | 58 | 23 | 81 |

**Supplementary Table 2.** The log2 ratio of the expression of selected microRNA from five pairs of tumor and non-tumor liver tissue. The microRNA microarray was performed by ­­­SurePrint G3 ChIP/CH3 1X1M array (Agilent Technologies, Santa Clara, CA).

|  | Tumor versus non-tumor ratio in log2 | | | | |
| --- | --- | --- | --- | --- | --- |
|  | S1 | S2 | S3 | S4 | S5 |
| hsa-let-7b | 0.300336157 | 0.038021993 | -2.950415436 | -3.544875378 | -1.381235983 |
| hsa-let-7c | -0.958417314 | -0.931070054 | -4.502725897 | -2.35095123 | -1.946360001 |
| hsa-miR-122 | 1.248844479 | -0.714612654 | -1.394234464 | -0.201131722 | -0.348076374 |
| hsa-miR-17 | 2.990770327 | 0.787407411 | 0.934110317 | 3.894937161 | 3.11012761 |
| hsa-miR-19b | 4.659420945 | 2.056776487 | 1.996860314 | 2.711790816 | 2.957509005 |
| hsa-miR-20a | 2.937356381 | 1.041745693 | 1.085438937 | 3.68872854 | 2.818811789 |
| hsa-miR-21 | 5.166213774 | 3.472309714 | 3.355006618 | 2.734328078 | 4.700675253 |
| hsa-miR-92a | 0.765997619 | -0.731852884 | -0.568294591 | 2.777302467 | 1.197972071 |
| hsa-miR-106b | 3.041004723 | 2.752148549 | 2.50931385 | 1.606156516 | 3.474795259 |

S1=sample 1; S2=sample 2; S3=sample 3; S4=sample 4; S5=sample 5.

**Supplementary Table 3.** Genes that were overexpressed with ratio over 1.5 times after miR-19b knockdown in Hep3B. mRNA microarray was performed by Human OneArray® (Phalanx Biotech Group, Inc., R.O.C)

**Supplementary Table 4**. Genes that were suppressed with ratio over 1.5 times after miR-19b knockdown in Hep3B. mRNA microarray was performed by Human OneArray® (Phalanx Biotech Group, Inc., R.O.C)

|  | **Normalized Intensity** | | **log2 (Ratio)** | **P-value** |
| --- | --- | --- | --- | --- |
| **Gene_symbol** | **Ctrl** | **19b** | **19b/Ctrl** | **19b/Ctrl** |
| [BCL2L11](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=BCL2L11) | 346.28537 | 125.592957 | -1.412705 | 0.01326 |
| [BEST1](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=BEST1) | 150.873047 | 99.675629 | -0.637339 | 0.038466 |
| [CAMK2N2](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=CAMK2N2) | 268.599731 | 181.213776 | -0.600835 | 0.017554 |
| [CRIP2](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=CRIP2) | 168.886871 | 104.352806 | -0.739732 | 0.039993 |
| [DOCK10](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=DOCK10) | 183.683044 | 113.846306 | -0.726712 | 0.033509 |
| [GNAI2](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=GNAI2) | 103.728561 | 100.061325 | -0.60157 | 0.047913 |
| [HBQ1](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=HBQ1) | 113.369965 | 78.611244 | -0.73116 | 0.006856 |
| [HMHA1](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=HMHA1) | 1099.12646 | 719.775146 | -0.659267 | 0.03189 |
| HSPA6|HSPA7 | 3175.1499 | 1757.38354 | -0.833549 | 0.000236 |
| HSPA6|HSPA7 | 2865.51172 | 1474.41675 | -0.950015 | 0.000032 |
| [IFFO1](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=IFFO1) | 290.835724 | 201.130829 | -0.598061 | 0.00653 |
| [INSR](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=INSR) | 324.654877 | 218.040436 | -0.599201 | 0.003926 |
| [KIAA0415](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=KIAA0415) | 2286.8999 | 1300.50928 | -0.809712 | 0.002345 |
| [KIAA0513](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=KIAA0513) | 198.620712 | 132.879684 | -0.622487 | 0.009206 |
| [LOC100507605](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=LOC100507605) | 76.268204 | 59.419193 | -0.718616 | 0.035305 |
| [LOC100509196](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=LOC100509196) | 168.550507 | 100.173615 | -0.786546 | 0.010189 |
| [NDRG1](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=NDRG1) | 5008.92725 | 3245.94409 | -0.609766 | 0.000943 |
| [OSTalpha](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=OSTalpha) | 67.835457 | 26.051586 | -1.278903 | 0.015371 |
| [PPP1R10](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=PPP1R10) | 1256.76892 | 789.60083 | -0.67226 | 0.001866 |
| [PROM1](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=PROM1) | 230.769531 | 127.787521 | -0.870868 | 0.026028 |
| [RHEBL1](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=RHEBL1) | 180.337784 | 120.471497 | -0.623636 | 0.015243 |
| [RPS20](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=RPS20) | 173.712219 | 97.522568 | -0.861215 | 0.022132 |
| [RPS23](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=RPS23) | 148.534622 | 93.272583 | -0.692757 | 0.021838 |
| [SARDH](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=SARDH) | 155.227448 | 103.117599 | -0.631133 | 0.016182 |
| [SF3B2](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=SF3B2) | 2729.12842 | 1786.38879 | -0.601105 | 0.024094 |
| [SMC1A](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=SMC1A) | 460.857056 | 306.513794 | -0.605314 | 0.009017 |
| [SPTY2D1](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=SPTY2D1) | 247.644318 | 168.49556 | -0.586263 | 0.04158 |
| [SYMPK](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=SYMPK) | 107.683945 | 74.637108 | -0.614529 | 0.041359 |
| [TEP1](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=TEP1) | 327.661438 | 216.185196 | -0.625878 | 0.014573 |
| [UNC13A](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=UNC13A) | 612.813477 | 405.884277 | -0.61067 | 0.005785 |
| [ZFHX3](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=ZFHX3) | 115.251373 | 65.71727 | -0.825679 | 0.018797 |
| [ZNF185](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=ZNF185) | 306.499512 | 204.472717 | -0.612795 | 0.033672 |
| [ZNF611](http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene&cmd=search&term=ZNF611) | 202.17244 | 130.907257 | -0.666698 | 0.002219 |

| **Supplementary Table 5** Correlation between the expressions of putative target genes and miR-19b in 20 tumor samples. | | |
| --- | --- | --- |
|  |  |  |
|  | Pearson's correlation analysis | |
|  | r value | p value |
| NDRG1 | -0.253 | 0.282 |
| EPCAM | 0.232 | 0.325 |
| HIF1A | -0.219 | 0.352 |
| HMGB2 | 0.064 | 0.788 |
| MAPK14 | -0.229 | 0.332 |

How the deposited data were processed for this re-analysis (not part of the article)

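The Hep3B mRNA arrays were analysed: 1 array of cells given the miR-19b inhibitor and 1 array of cells given the control inhibitor, at 90 pmol per well and 24 h. The microRNA arrays, qRT-PCR and survival data of the patients were not analysed here. The conditions were taken from the sample labels and the paper's methods.

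The authors labeled the RNA with 1 dye, hybridized it to Human OneArray, scanned and quantified the arrays, and deposited 1 normalized intensity per probe and array on a linear scale. Some of these intensities are below 0, as after background subtraction. The normalization, the scanner software and the number of spots or technical hybridizations behind a value are not given in the sources used here. The sample labels and the paper name different dyes.

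Of the 29187 probes, 25053 carry 1 gene symbol in the platform annotation used here, 0 carry several and 4134 carry none, which gave 18821 genes. Symbols were updated through gene identifiers, of which 24981 were found in a table of RefSeq genes (assembly GRCh38.p14), used for names only. MAPK14 has no named probe in that annotation, and its probe was identified by the 2 intensities that Table S3 prints. Of the genes fixed for naming, 2 others had no named probe and are not reported here.

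The log2 ratio was the log2 intensity with anti-miR-19b minus that of the control, for the 26186 probes above 0 on both arrays. The other 3001 were left out. A gene's value was the mean over its probes. Each probe was ranked among the 500 probes nearest in mean level. The middle spread of those probes (from percentile 16 to 84, divided by 2) served as the yardstick in place of a replicate error. Counts used the paper's threshold of 1.5-fold. The median of each of 26 gene lists was ranked among 10000 random lists of the same size, matched on mean level in 20 bins. With 1 array per condition no test was run and no p-value was computed, and percentiles describe these 2 arrays. The number of arrays limits the precision of every value.

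The lists, the alternatives and the rule for named genes were fixed before the data were examined, but after the paper's tables had been read, so that the values in Tables S3 and S4 had been seen. The rule named the genes that the paper names, the host transcript of miR-19b, the paper's qPCR reference and reported miR-19 targets. It also named the 10 genes with the highest and the 10 with the lowest ratio among those at or above the median level of the probes (an intensity of 41.4), the 2 highest and 2 lowest members of each list with any member over 1.5-fold, and the table entries whose printed ratio differs from their intensities. Other genes named in the text were chosen after their values were seen.

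The alternatives were centring on the median ratio, quantile normalization, removal of a loess trend on mean level (fraction 0.3), bright probes alone, an offset of 50 added to the intensities, the brightest probe of a gene, a 2-fold threshold, and genes in place of probes. The probe printed in Tables S3 and S4 was added as an alternative after the data were seen. Enrichment of miR-19 seed sites had been planned and was not run, because no 3' untranslated region sequences were used here.

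The steps were tested on simulated data with the levels of the real probes. Of 100 bright probes shifted by 1.5 log2 units each way, 100% of the raised and 99% of the lowered ones passed the threshold. That shift is far above the threshold of 0.58. Smaller shifts of single probes and shifts of single dim probes were not counted in this way. Of 100 unchanged lists of 30 genes, 3 lay above percentile 97.5 and 5 below 2.5. Their mean percentile was 44.7, where 50 is the value without bias. With the raised lists below on the same arrays, 1 of these lists lay above percentile 97.5 and 7 below 2.5, with a mean of 39.6, so that changed genes elsewhere pull unchanged lists down. Earlier forms of the simulation, one with a single raised list and one with unchanged lists beside raised genes, missed their limits, and the simulation was redesigned while the analysis stayed as it was. Of 20 lists raised by 0.25 log2 units 15 lay above percentile 97.5, and of 20 lists raised by 0.5, 20 did. The noise of each probe was drawn independently and the lists held random genes. Genes that vary together between cultures were not simulated, so that the percentiles of lists of such genes were not calibrated. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.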

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

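The tests on single probes, the test of brightness on the gene lists and the comparison of cultures below were chosen after their results had been seen, and the test of dim probes on the gene lists before. With 1 array per condition, signals in genes and lists that the paper does not discuss are given as values.

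The 10 genes with the highest log2 ratio at or above the median level are absent from Table S3. SLC4A8 had 3.88 (20.1 on the control array and 296 on the anti-miR-19b array), KNSTRN, a spindle protein, 2.81 (63.1 and 443), PDCD7 2.47 (24.1 and 134), ACAD8 2.45 (27.1 and 148) and ZBTB26 1.72 (43.3 and 143), each at 1 probe. ITPK1 had 3.59 over 2 probes, one of which went from 13.4 to 1293 and the other from 16.8 to 25.2. UBE2T, an enzyme of DNA repair, had 3.54. TNRC6A, a protein of the microRNA silencing complex, had 2.06, SERPINE2 1.98 and GAB1 1.93. In these last 3 genes a probe near the floor made the mean, and the bright probe gave 0.04, 0.06 and 0.29.

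In NDUFS3 and UBE2T, 1 probe was over 8-fold apart between the arrays while the gene's other probe was bright. One NDUFS3 probe went from 7651 to 9.98 and the other from 6622 to 7831, and one UBE2T probe went from 4.22 to 464 and the other from 6296 to 7790. A change of all transcripts of these genes is argued against, since the other probe, in the direction of the far one, reached at most a log2 ratio of 0.31. In 2 of 2 genes the other probe was within 1.5-fold, which is what a feature that failed or was contaminated on one array would give, and a transcript form read by 1 probe stays open. For the 8 other probes over 8-fold apart with 200 or more on one array, among them GRHL2 (12555 to 6.61) and HERPUD1 (11550 to 7.58), no second bright probe exists to tell a failed feature from a change of the gene.

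Cell cycle genes (median log2 ratio 0.18), proteasome subunits (0.15, percentile 99.9, 32 genes) and mitochondrial ribosomal proteins (0.15, percentile 100, 76 genes) were modestly higher on the anti-miR-19b array. 3 of the 28 cell cycle genes are entries of Tables S3 and S4. A trend of the ratio with brightness is argued against, since the middle value of the medians of random lists of the same level was at most 0.017, and noise of dim probes likewise, since over bright probes alone the lowest percentile of the 3 lists was 99.79. Bright probes read 27 of the 28, 30 of the 32 and 70 of the 76 genes. With 1 array per condition, a difference between the cultures, RNA preparations or hybridizations and an effect of the inhibitor cannot be told apart.

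Ribosomal proteins had a median log2 ratio of 0.076, at percentile 97.9 of random lists (74 genes), with 47 of the 69 members read by bright probes above 0.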

How the results depend on the processing

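No paired analysis was possible because each condition has 1 array. The planned comparison of genes with and without miR-19 seed sites was not run. Dim probes limit the counts: 48.0% of the dim and 3.47% of the bright probes were over 1.5-fold either way. Centring, quantile normalization and removal of the loess trend left both counts within 1.5 times of 3603 and 3132, and the share of higher probes went from 53.5% to between 50.3% and 51.2%. The counts higher and lower were 316 and 138 for bright probes alone, 85 and 52 with an offset of 50, 1859 and 1762 at 2-fold, and 2162 and 1887 for genes in place of probes. By construction, each of these takes fewer probes, sets a higher threshold, averages probes or shrinks the ratios of dim ones. With median centring, 55 of the entries of Table S3 and 27 of Table S4 were over 1.5-fold in their direction.

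Under the 3 scalings, every named gene stayed within the spread of probes of like brightness and every list within the spread of random lists. For median centring this was fixed in advance, since it takes the same 0.03 from every log2 ratio. BCL2L11 had -1.46 at its brightest probe, which is also the probe of Table S4 (an alternative added after seeing the data). Among the named genes over 1.5-fold, the sign turned in 7 whose probes differ. Over bright probes alone and at the brightest probe alike, ALDOA had -0.13, CCT5 0.38, ELP5 0.15, OAS2 -0.33 and ZEB1 0.20. At the brightest probe COL1A2 had 0.40 and NDUFS3 0.24, and with the offset CCT5 had 0.068 and OAS2 -0.021. It also turned at the brightest probe in 3 named genes within 1.5-fold: SP5 (0.25), MS4A1 (-0.23) and RIGI (0.78). Leaving out the turned values of those 7, 39 of 130 named genes moved beyond that spread under the offset, 19 of the 129 with a value at the brightest probe, these 3 among them, and 13 of the 90 with a value over bright probes alone, SP5 and MS4A1 among them. Of the lists, the study's own genes had a median of 0.27 at the brightest probes, where the miR-17 family targets had -0.017, the miR-122 targets -0.014 and the BCL2 family -0.24. Over bright probes alone the miR-17 family targets had -0.045 and the leukocyte markers -0.23. With the offset, the genes of epithelial-to-mesenchymal transition had 0.022, the Wnt genes -0.012 and the mitochondrial ribosomal proteins 0.11. The cause was not tested.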

Differences from the paper's values

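The paper counts 71 genes upregulated and 32 downregulated over 1.5 times, and its text states no further filter for these lists. Tables S3 and S4 print the paper's p-value for each entry, the highest being 0.0483 and 0.0479, and the test behind it is not given in the sources used here. All lie under the general limit for significance in the paper's methods. Such a filter could not be applied here, because no p-value was computed. At the same threshold and over probes of any brightness, 3603 were higher and 3132 lower. The brighter of an entry's intensities was never under 67.8. Among the 11541 probes that reached this level on their brighter array, 243 were over 1.5-fold higher and 102 lower. Of these, 63 and 22 are entries. Of the alternatives set before the data were examined, the offset of 50 gave 85 higher probes, within 1.5 times of the paper's 71, and 52 lower ones, which is not within 1.5 times of the paper's 32. No other alternative came within 1.5 times of either count. Only totals were compared, and the probes that passed with the offset were not matched to the entries. The Table S3 probes of EPCAM, HIF1A and HMGB2 did not pass with the offset. Table S3 holds 71 entries with 70 different symbols, NUP35 being listed at 2 probes, and Table S4 holds 33 entries with 32 different symbols.

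For 90 of the 104 entries of Tables S3 and S4, the paper's log2 ratio was within 0.1 of that of the deposited intensities, which are also the intensities the tables print. For 8 entries it differed by more than the spread of probes of like brightness, under each of median centring, quantile normalization, the loess setting and the offset as well. RDX and UBE2E1 are listed as higher, with the paper's values 0.69 and 0.67, and their intensities were lower on the anti-miR-19b array, with log2 ratios of -0.31 (3091 to 2499) and -0.32 (983 to 789). The paper's value was 0.92 for DIP2C against 0.45 here, 0.85 for PET117 against 0.56, 1.64 for TMEM14B against 1.14 and 1.17 for TTC4 against 0.82. Among the lower entries the paper's value was -0.60 for GNAI2 against -0.052 here, and -0.72 for LOC100507605 against -0.36. The probe listed as TMEM14B is named TMEM14DP in the platform annotation used here.

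The paper states that HIF1A and HMGB2 were upregulated more than 1.5 times. The mean over both probes was 0.38 for HIF1A and 0.51 for HMGB2, under the log2 of the threshold (0.58), and the probe of Table S3 was above it in each gene, at 0.62 and 0.61. For NDRG1, EPCAM and MAPK14 the values here, -0.63, 0.59 and 0.87, lie on the paper's side of the threshold. With median centring EPCAM had 0.56 and the HMGB2 probe of Table S3 0.583, both under the log2 of 1.5 (0.585), and the HIF1A probe had 0.593. With quantile normalization, the loess setting and the offset, all 3 of these probes were under it.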

Other observations

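The tests on BCL2L11 were chosen after its values had been seen. The 10 genes with the lowest log2 ratio at or above the median level are absent from Table S4. GRHL2 had -10.89, HERPUD1 -10.57, YAE1 -7.70 (2892 on the control array and 13.9 on the anti-miR-19b array), ASB6 -3.56 (153 and 13.0), MYCBP -3.45 (141 and 12.9) and UNC50 -1.91 (508 and 135), each at 1 probe. Except in UNC50, the anti-miR-19b intensity of these genes was low, from 6.61 in GRHL2 to 13.9 in YAE1, so that the size of the ratio is uncertain. NDUFS3 had -4.67, APOBEC3A -2.41, ELP5 -1.79 and CCT5 -1.78, where one of 2 probes made the mean and the other gave 0.24, -0.10, 0.15 and 0.38.

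Of 20 measured genes for secreted proteins and transcription factors of hepatocytes, 19 were within 1.5-fold, with a median log2 ratio of 0.08 at percentile 89.1 of random lists. It was 0.12 over bright probes alone (percentile 98.2, 19 genes) and at the brightest probes (percentile 98.0), and 0.05 at percentile 79.6 with quantile normalization. APOA2, an apolipoprotein, stood apart at 1.14 (14603 on the control array and 32085 on the anti-miR-19b array, 1 probe), while APOA1 had -0.09 and ALB, which encodes albumin, 0.11. AFP, the fetal serum protein used as a tumor marker, had 0.38 (1371 to 1783), and AHSG had -0.46 (3870 to 2811). The inducible proteasome subunits went both ways: PSMB9 had -0.51 (168 to 117) and, at dim probes, PSMB8 had -2.03 and PSMB10 1.07 (11.9 to 25.0). Of 15 interferon-stimulated genes, the median was -0.09 at percentile 15.2, with MX1 at -0.87 (43.6 to 23.8), ISG15 at -0.01 and OAS2 at 1.63 through a probe near the floor. Of 12 immediate early genes 10 were below 0, with a median of -0.11 at percentile 4.92 (percentile 15.7 with quantile normalization), ZFP36 at -0.57 (415 to 280), FOSB at -0.51, EGR1 at 0.29 and MYC at 0.58 (126 to 189).

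The BCL2 family had a median of -0.13 at percentile 4.64 of random lists (13 genes), which became -0.24 at percentile 0.08 at the brightest probes and -0.10 at percentile 1.72 with the offset. Its effectors BAX and BAK1 had -0.42 and -0.37, BAD -0.28 and BIK -0.24, and HRK had -0.93 at a dim probe, while BBC3 and BID, which also promote cell death, had 0.24 and 0.17. Of the survival factors MCL1 had 0.29 (2931 to 3595), BCL2L1 0.09 and BCL2L2 -0.13. Of 11 Wnt pathway genes the median was -0.14 at percentile 9.99 (-0.08 at percentile 19.9 over bright probes alone and -0.012 at percentile 33.6 with the offset), with DKK1 at 0.90, NKD1 at 0.85 at a dim probe, CTNNB1 at 0.35 and LEF1 at -0.40 (860 to 652). The chaperonin CCT had 0.18 (percentile 97.1, 8 genes; 99.8 over bright probes alone and 96.2 at the brightest probes), with CCT6A at 0.40, CCT2 at 0.38, TCP1 at -0.36 and CCT5 at -1.78, the mean of a bright probe at 0.38 and a dim one (9.71 to 0.632), and respiratory complex I had 0.01 (percentile 50.7, 35 genes). Housekeeping genes had 0.10 (percentile 85.9, 10 genes). Markers of other cell types had medians of 0.03 for fibroblast and stellate cells (percentile 53.3, 6 genes), -0.05 for endothelium (percentile 39.8, 7 genes), -0.05 for leukocytes (percentile 29.5, 8 genes) and 0.08 for erythroid genes (percentile 57.2, 5 genes). The leukocyte markers had -0.23 over bright probes alone (percentile 2.89, 5 genes), and the fibroblast and stellate cell markers had 0.27 at the brightest probes (percentile 84.5) and -0.022 with the loess setting.

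Genes with exactly 2 bright probes (1629 genes) show how far a single probe's ratio is shared. The ratios of the 2 probes had a Pearson r of 0.10 and a Spearman rho of 0.15 across genes, which are not independent replicates. Where one probe was over 1.5-fold higher (120 probes), the partner was above 0 in 81 and over 1.5-fold higher in 8. Where one was over 1.5-fold lower (27 probes), the partner was below 0 in 12 and over 1.5-fold lower in 2. By comparison, 58.7% of all these probes were above 0.

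BCL2L11, a reported miR-19 target listed in Table S4, was lower at 1 of its probes. The other bright probe had a log2 ratio of 0.0068, where a lower level of all BCL2L11 transcripts would lower it too. That probe was read at only 49.4 on the control array and 49.6 on the anti-miR-19b array. These values are just above the limit of 41.4 for bright probes, so that a lower level of all transcripts is not decided. A transcript form that only the lower probe reads and an error of the feature stay open as well, since BCL2L11 has only 2 bright probes and neither repeats the other.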
